A study of Mus musculus with 133 samples. Its data were reported in "Genetic Background May Contribute to PAM50 Gene Expression Breast Cancer Subtype Assignments" (2013).

How the data were processed

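RNA levels were measured on Affymetrix Mouse Gene 1.0 ST arrays, which read most annotated mouse transcripts with probes spread along each gene. The 133 arrays hold whole mammary tumours of female offspring of Diversity Outbred females and males with the MMTV-PyMT transgene. Diversity Outbred mice descend from several inbred founder strains, so that each animal carries its own mixture of founder alleles. MMTV-PyMT drives the polyoma virus middle T antigen in mammary epithelium. The labels put all arrays into 1 biological group and give neither metastasis nor genotype, so no comparison of such groups was made here.

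The deposited values are log2 expression values, which the authors made with RMA (background correction, quantile normalization and summary per probeset). RMA is the only tool in the submitters' processing notes, and its version and the genome build are not given in the sources used here. The values ran from 1.89 to 14 over 35556 probesets. Of these, 21789 had 1 gene symbol according to the table of the platform, while 1621 had several and 12146 were unnamed here. Only probesets with 1 symbol were named, which gave 19938 genes. For the 999 genes with several probesets, the probeset with the highest mean over all arrays was used. Arrays have no read depth, and their number limits the precision.

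Titles took 2 forms, a running number (48 animals) or a name (83 animals). These numbered and named titles were treated as a possible batch. The label of 6 arrays had the suffix r, whose meaning the labels do not explain. Of the animals, 2 had an array with and an array without the suffix, and 4 had only an array with it. Arrays of 1 animal were averaged first, which left 131 tumours. Nothing in the labels says that tumours were arrayed more than once apart from these, and each tumour was taken as a separate animal. P values for single genes and for relations between scores or markers measure the spread between animals of 1 cross. Those that set genes against random lists, other genes, shuffles of gene order or simulated draws do not.

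Except for the clustering, values were centred within title series or the title series was a term of the model. Array medians fell into 3 sets (numbered, named and suffix r), which the design had not foreseen. Centring within these 3 sets was therefore added after the data were seen. Leaving out the 6 suffix r arrays together with the 4 other arrays of lowest mean correlation (at most 0.944) was added after the data were seen as well, and these 10 arrays are called the arrays in doubt. Both stand beside the alternatives fixed earlier. All other tests, gene lists and alternatives were fixed before the data were examined, apart from the checks that the closing section names.

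The PAM50 genes are the human classifier's set for breast cancer subtypes. They were split into 4 groups of mouse orthologs (proliferation, luminal, basal and HER2), and 48 of 50 were measured, without Ccnb1 and Actr3b. A group score was the mean z score of its genes. Further lists held markers of T and NK cells, B cells, macrophages, neutrophils, fibroblasts, endothelium, adipocytes, skeletal muscle, keratinocytes, myoepithelium and luminal epithelium, and genes of milk secretion, interferon response, hypoxia and epithelial-mesenchymal transition (EMT), with Y-linked genes, Xist and housekeeping genes as controls. A list score left out genes that a PAM50 group held.

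The median SD of the PAM50 genes and the mean pairwise correlation within each group were set against 10000 random lists matched on mean expression in 20 bins (1-sided permutation test). Relations between scores, with cell type lists and between the 6 stained markers were tested with Pearson's r and Spearman's rho and 100000 permutations (2-sided), and P values were adjusted by Benjamini-Hochberg within each family of 6, 60, 15 or 4 relations. Each r was computed again within the numbered and the named titles and without the 2 tumours farthest from the median of the first measure. Intervals for r are 95% intervals.

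Genes were tested for a difference between numbered and named titles (numbered minus named) and against each score (per SD of score, with title series as a term) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), 2-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. PAM50 genes were left out of the score regressions. Lists were tested with camera, at its preset correlation and at an estimated one, and with fry, adjusted over the 17 lists. Fry asks whether the genes of a list move one way on balance and does not set them against other genes. The named genes were the 10 largest differences per direction for the title series and the 12 largest slopes per direction for each score among genes past the threshold, with the same sign in both title series for the scores. For the bimodal genes they were the 20 largest gains, and list members may be named too.

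Tumours were clustered by complete linkage on the PAM50 genes each scaled to the range from -1 to 1 without removal of the title series, since the study used that range and linkage. The highest mean silhouette over 2 to 10 clusters was set against 1000 draws from 1 multivariate normal distribution with the same covariance. A gene was called bimodal when mclust 6.1.1 gave a normal mixture of 2 components a gain in the Bayesian information criterion (BIC) above 10 over 1 component, with a smaller component of at least 10% of tumours and means at least 1 log2 unit apart. Genes with an SD under 0.3 were not fitted. The correlation of neighbouring genes used 19905 genes in the order of the GRCm38.p6 assembly after removal of 10 principal components, with 1000 shuffles of gene order. Tumours next to each other in animal number were correlated per gene after the same removal, within title series and across them, with 1000 shuffles of the numbers within title series. The array's own build is not stated, so no coordinates are given.

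Each step was tested on simulated data. For the title series, limma called 86% of genes changed by 0.25, 96% by 0.5 and 100% by 1 or 2 log2 units, with 12 unchanged genes called among 19938. For the score regressions it called 78% of genes with a slope of 0.1 and 96% with 0.2, with 8 unchanged genes called. In these simulations genes varied independently, while genes of the real arrays share variation. The numbers of unchanged genes called therefore need not hold for the real arrays. The mixture step, on 5200 genes, called 44% of mixtures 1 log2 unit apart and 100% of those 1.5 apart. Among genes drawn from 1 normal distribution it made 0 calls. A simulated correlation of 0.3 between scores came out at 0.298, and 1 of 0.1 between neighbours at 0.0996 over 4000 genes.

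Alternatives were each array as its own tumour, the suffix r arrays left out, title series not removed, quantile normalization across all arrays, arrays of low correlation left out (10 arrays below 0.9635, 3 interquartile ranges under the first quartile), the range of relative log expression as a covariate, bright genes only, the mean of probesets, other scores, other cell types as covariates, other linkage, distance and thresholds, and 0 or 20 principal components. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table (version 1.17.8) in R, were used.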

Results

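RNA was measured in 133 arrays of mammary tumours from female mice, the daughters of Diversity Outbred females and MMTV-PyMT males. All tumours carried the same driver and formed 1 biological group, while the genetic background differed from animal to animal. The numbered titles covered 48 animals and the named titles 83. Each array gave a log2 level for 19938 named genes.

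The median level differed between 3 sets of arrays. It averaged 6.18 (SD 0.034, n = 48) in the numbered arrays, 5.96 (SD 0.0758, n = 79) in the named arrays without the suffix r and 5.45 (SD 0.0738, n = 6) in the suffix r arrays. Quantiles lay 0.0248, 0.0538 and 0.09 log2 units from the mean of their own set, against 0.123 from the mean of all arrays. The first principal component held 20.9% of the variance and correlated with the title series across tumours with an absolute r of 0.834. Of the arrays without the suffix r, the mean correlation with the other arrays was lowest in animals 14312 (0.905), 14320 (0.917), 14095 (0.943) and 14094 (0.944).

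**Figure D1:**
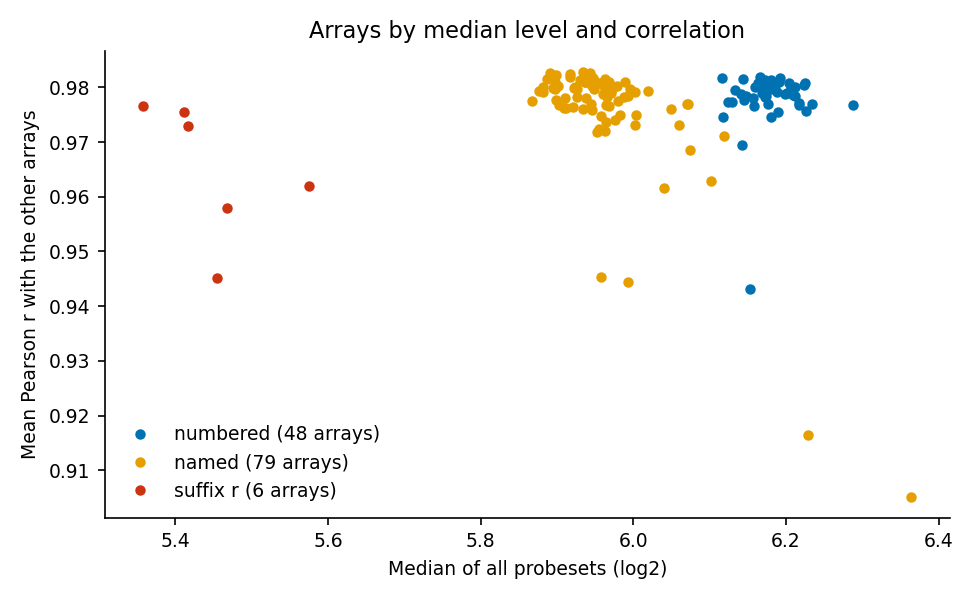
Mean correlation of each array with the other arrays plotted against its median log2 level, with the numbered, named and suffix r arrays marked apart. The suffix r arrays had medians from 5.36 to 5.58, below those of all other arrays.

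Whether the form of the title marked a batch was asked first. Genes of many kinds differed between the title series. Pip, which encodes a secreted protein induced by prolactin, and Prol1, a secreted proline-rich protein, were higher in the numbered titles. The same held for Rps3a1, a ribosomal protein gene, for Mrps36, named as a mitochondrial ribosomal protein, and for Rpa3, a part of the single-strand DNA binding protein. Higher in the named titles were Gbp7 and Trim30a, which interferon induces, Dhx58, which encodes an RNA sensor, and Cldn5, which encodes a tight junction protein of endothelium. Pip was 2.00 log2 units higher in the numbered titles (SE 0.41, adjusted p = 4.75e-06), Prol1 1.58, Mrps36 1.44 (SE 0.04, adjusted p = 6.44e-67), Rps3a1 1.35 and Rpa3 1.18. Further genes higher in the numbered titles were the olfactory receptor Olfr767 (1.73), Hmgn5 (1.22), Selenok (1.19), Mup5 (1.17) and the PAM50 basal gene Foxc1 (1.08, SE 0.07). The differences of numbered minus named titles were -0.91 for Gbp7 (SE 0.10, adjusted p = 3.65e-15), -0.85 for Mir145a, -0.74 for Nup62cl, -0.71 for Hhipl2, -0.69 for Dhx58, -0.66 for Ddo, -0.63 for Cldn5, -0.62 for both C5ar2 and Crispld2, and -0.61 for Trim30a. In all, 15546 of 19938 genes differed, 14764 of them higher in the numbered titles and 782 higher in the named titles, with a median difference of 0.21. After quantile normalization across all arrays 11926 genes differed, 5501 and 6425 in the same order, and the median difference was -0.01. Changes in single genes are therefore given relative to their title series from here on.

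The study asked whether tumours of 1 driver differ in the PAM50 genes when the genetic background does. The widest spread was that of Tmem45b, a gene of the HER2 group that encodes a membrane protein, and of the basal keratin genes Krt5, Krt17 and Krt14. Foxa1, which encodes a transcription factor of luminal cells, also varied widely. Little spread was seen for Ube2t, which encodes a ubiquitin-conjugating enzyme, Bag1, a chaperone partner, Nat1, an acetyltransferase, Blvra, a biliverdin reductase, and Gpr160, an orphan receptor. The SD over tumours was 1.08 for Tmem45b, 1.05 for Krt5, 0.94 for Krt17, 0.89 for Krt14 and 0.80 for Foxa1. Tmem45b ran from 4.50 to 9.94 and Foxa1 from 4.93 to 9.88 on the log2 scale. At the other end the SD was 0.18 for Ube2t, 0.19 for Bag1 and Nat1, 0.21 for Blvra and 0.22 for Gpr160. The median SD of the 48 PAM50 genes was 0.384, against a median of 0.258 in 10000 random lists of like mean expression, of which 95% lay between 0.233 and 0.292 (permutation p = 1e-04, the smallest these lists can give). Without the arrays in doubt the median SD was 0.319, against 0.22 in random lists. By group the median SD was 0.65 for the basal, 0.386 for the HER2, 0.38 for the proliferation and 0.277 for the luminal genes. No tumours of a single fixed background are among these arrays, so spread from genetic background cannot be told apart here from other sources.

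**Figure D2:**
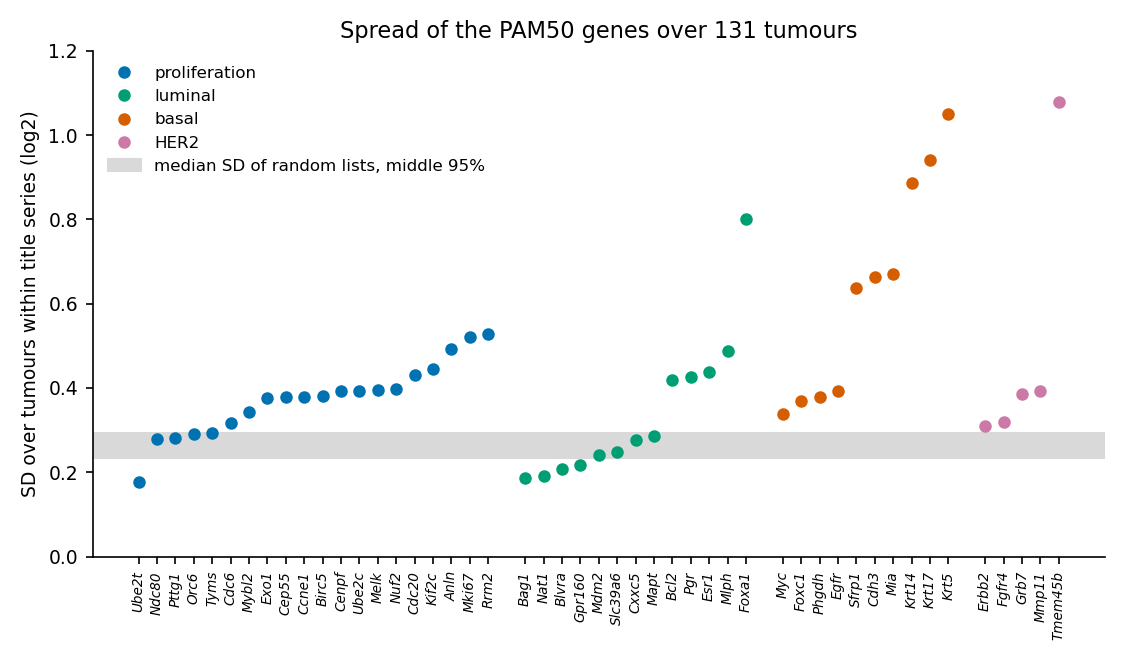
SD of each measured PAM50 gene over tumours after centring within title series, in log2 units, by group, with the middle 95% of the medians of random lists as a band. Krt5 and Tmem45b had the highest SD, and the basal group had the highest median at 0.65.

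Whether the genes of each PAM50 group move together was asked next. The proliferation genes, such as Mki67, Birc5 and Cenpf, which act in mitosis, did so in every pair. The luminal genes, among them Esr1, Pgr and Foxa1, and the HER2 genes, among them Erbb2 and Grb7, did not move together more than random genes. The mean correlation across tumours was 0.660 over the 190 pairs of proliferation genes, all above 0, against 0.116 in random lists (permutation p = 1e-04, the smallest possible, adjusted p = 0.0004 over 4 groups). It was 0.745 in the numbered and 0.617 in the named titles. For the luminal genes it was 0.0843 (51 of 78 pairs above 0, adjusted p = 0.806) and for the HER2 genes 0.0774 (5 of 10 pairs, adjusted p = 0.806). The basal genes, among them Krt5, Krt14 and Egfr, had 0.151 (36 of 45 pairs, adjusted p = 0.472), with 0.0869 in the numbered and 0.186 in the named titles. They passed the threshold without the suffix r arrays, at a mean of 0.135 against 0.0324 in random lists (adjusted p = 0.0408).

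The relations of the 4 group scores were asked because these gene groups set human subtypes apart. The HER2 score was higher where the luminal score and where the basal score was higher. These scores are means over genes, and neither the HER2 nor the luminal genes moved together more than random genes. Tumours with a higher luminal score did not have a lower basal score. Luminal and HER2 scores had r = 0.509 (95% interval 0.370 to 0.626, permutation p = 1e-05, adjusted p = 3e-05 over 6 relations) and rho = 0.356 (permutation p = 6e-05, adjusted p = 0.00018), with r = 0.2 in the numbered titles, 0.574 in the named titles and 0.413 without the 2 farthest tumours. Here and for the relations that follow, a permutation p of 1e-05 is the smallest that the permutations can give. Basal and HER2 scores had r = 0.445 (0.296 to 0.573, p = 1e-05, adjusted p = 3e-05) and rho = 0.408 (p = 1e-05, adjusted p = 6e-05), with r = 0.173 in the numbered titles, 0.535 in the named titles and 0.383 without the 2 farthest. Luminal and basal scores had r = 0.258 (0.0900 to 0.411, p = 0.00321, adjusted p = 0.00642) but rho = 0.131 (p = 0.137, adjusted p = 0.137). That relation was negative in the numbered titles (r = -0.0808), positive in the named titles (0.339), 0.151 without the 2 farthest and 0.0948 without the suffix r arrays (adjusted p = 0.288), so it did not hold. Proliferation and basal scores had r = 0.205 (0.0344 to 0.364, p = 0.0206, adjusted p = 0.0308) and rho = 0.136 (p = 0.121, adjusted p = 0.137), with 0.145 in the numbered titles, 0.242 in the named titles, 0.144 without the 2 farthest and 0.152 without the suffix r arrays (adjusted p = 0.107). Proliferation and luminal scores were unrelated by r (-0.0201, interval -0.191 to 0.152, p = 0.812, adjusted p = 0.812) with rho = -0.182 (p = 0.037, adjusted p = 0.0555), r = -0.361 in the numbered and 0.0849 in the named titles and 0.0676 without the 2 farthest. This r was -0.293 without the suffix r arrays (adjusted p = 0.00375), with -0.369 in the numbered and -0.271 in the named titles. Proliferation and HER2 scores had r = -0.0583 (p = 0.502, adjusted p = 0.603) and rho = -0.206 (p = 0.0186, adjusted p = 0.0372), with -0.195 in the numbered titles, 0.00322 in the named titles and -0.144 without the 2 farthest. That r was -0.209 without the suffix r arrays (adjusted p = 0.0287) and -0.409 without the arrays in doubt (adjusted p = 6e-05). No difference between the 2 title series in these relations passed a permutation test (lowest adjusted p = 0.102). Luminal with HER2 and basal with HER2 were past the threshold without the suffix r arrays as well, at 0.262 and 0.373.

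**Figure D3:**
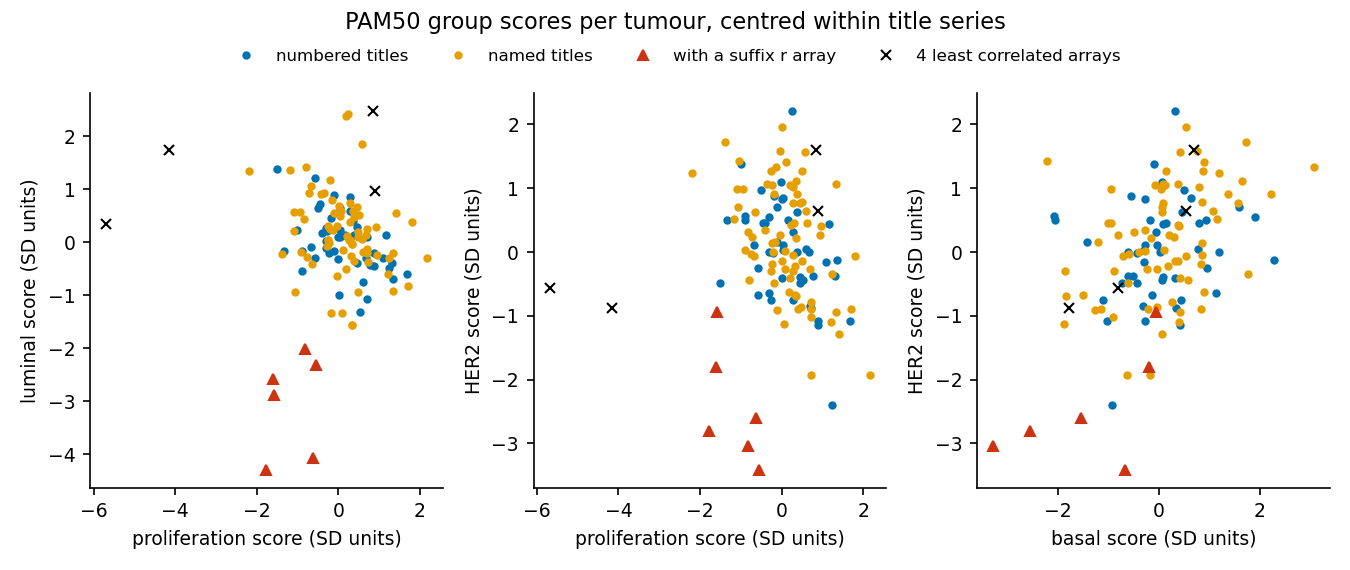
PAM50 group scores of each tumour in SD units for 3 pairs of groups, with numbered titles, named titles, tumours with a suffix r array and the 4 least correlated arrays marked apart. Tumours with a suffix r array had the lowest luminal scores, and r for basal and HER2 scores was 0.445 with them and 0.373 without.

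The study stained tumours of another cross for 6 proteins, and the relations of their RNA were asked for in these tumours, whose protein levels are not given. Krt8, which encodes a keratin of luminal epithelium, was higher where Mki67, a marker of dividing cells, was higher. Esr1, the gene of the estrogen receptor, was higher where Pgr, the gene of the progesterone receptor, and the basal keratin gene Krt5 were higher. Probesets differ in how strongly they bind, so levels are not compared between genes. The mean log2 level was 12.07 for Krt8 (SD 0.332), 9.67 for Mki67 (SD 0.520), 9.56 for Krt5 (SD 1.05), 8.76 for Erbb2 (SD 0.309), 7.14 for Esr1 (SD 0.438) and 5.29 for Pgr (SD 0.427). Mki67 and Krt8 had r = 0.522 (permutation p = 1e-05, adjusted p = 0.00015 over 15 relations) and rho = 0.315 (p = 0.00033, adjusted p = 0.00495), with r = 0.574 in the numbered titles, 0.545 in the named titles and 0.332 without the 2 farthest. Without the arrays in doubt this r was 0.311 (adjusted p = 0.0033) and in the numbered titles -0.000205. Esr1 and Krt5 had r = 0.298 (p = 0.00063, adjusted p = 0.00473) and rho = 0.275 (p = 0.0017, adjusted p = 0.00895), with 0.150, 0.392 and 0.274 in the same order. Erbb2 and Krt8 had r = 0.281 (p = 0.0012, adjusted p = 0.006) and rho = 0.235 (p = 0.00685, adjusted p = 0.0257), with 0.0741, 0.346 and 0.234, and r was 0.189 without the arrays in doubt (adjusted p = 0.0916). Esr1 and Pgr had r = 0.237 (p = 0.00659, adjusted p = 0.0247) and rho = 0.271 (p = 0.00179, adjusted p = 0.00895), with 0.160, 0.271 and 0.214. The other 11 relations were not past the threshold. Of these, Esr1 and Mki67 had r = -0.0199 (p = 0.816, adjusted p = 0.816) and rho = -0.169 (p = 0.054, adjusted p = 0.116), with 0.189, -0.200 and 0.0443, and r was -0.348 without the arrays in doubt (adjusted p = 0.00105).

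Which genes outside PAM50 follow each score was asked with a regression per gene, in which a slope is the log2 change per SD of the score. Scores were made anew for each setting, so the SD, and with it the unit of a slope, can differ between settings. With the proliferation score rose genes of mitosis, namely Plk1, Bub1 and Pbk, which encode kinases, Kif11, a spindle motor, Ccna2, cyclin A2, and Prc1, which acts in the division of the cell body. Genes of T and NK cells, such as Cd3g, Nkg7 and Il2rb, fell. Milk protein genes (Wap, Csn1s1, Csn1s2a) and the acute phase genes Saa1 and Saa2 rose, and genes of salivary secretion (Amy1, Muc19, Smgc) fell, and these slopes rested on few arrays. The slope was 0.51 for Plk1 (SE 0.02, adjusted p = 4.42e-51), 0.49 for Kif11, 0.48 for Ccna2, 0.47 for both Bub1 and Prc1 and 0.46 for Pbk, and from 0.26 (Pbk) to 0.35 (Bub1) without the arrays in doubt. It was 0.58 for Saa2, 0.52 for Wap and for Csn1s2a, 0.49 for Csn1s1, 0.48 for Saa1 and 0.47 for the milk oxidase gene Lao1. Of these only Wap kept its call without the arrays in doubt (0.25, adjusted p = 0.021), where Saa2 had 0.16 (adjusted p = 0.342). The calcium pump gene Atp2a3 (-0.62) and the alcohol dehydrogenase gene Adh1 (-0.57) fell and kept their calls at -0.49 and -0.34. The slopes of Amy1 (-0.66), A2ml1 (-0.61), Muc19 (-0.58), Smgc (-0.57), Prol1 (-0.57), Mucl2 (-0.54), Cst10 (-0.53), Dcpp2 (-0.52), Chia1 (-0.51) and Crisp3 (-0.51) lost their calls there, with slopes from -0.22 (Prol1) to 0.14 (Dcpp2). In all, 5660 of 19890 genes rose and 1268 fell. The counts were 3441 and 2427 without the suffix r arrays, and 2725 and 2123 without the arrays in doubt, while 3124 of the 6928 calls kept their sign and 33 turned.

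With the proliferation score, 8 of 11 T and NK cell genes fell, and 8 when adjusted over the list alone (camera adjusted p = 6.88e-06, adjusted p = 0.511 with an estimated correlation). Cd3g fell by 0.22, Nkg7 by 0.20 and Il2rb by 0.15. Of the 8 B cell genes 6 fell, and 7 when adjusted over the list alone (adjusted p = 0.511 with an estimated correlation), but 0 did without the arrays in doubt. Falls were also found for 3 of 11 macrophage genes, 4 of 12 fibroblast genes, 3 of 10 endothelial genes and 2 of 9 adipocyte genes, and for 3, 4, 3 and 0 when adjusted over the list alone. Without the arrays in doubt, 6 macrophage genes, 11 fibroblast genes and 6 endothelial genes fell. Of the milk secretion genes 6 of 9 rose, of the hypoxia genes 7 of 10, of the luminal epithelial genes 5 of 9 and of the housekeeping genes 5 of 5, and 7, 7, 5 and 5 when adjusted over the list alone. Csn3 rose by 0.25, Egln3 by 0.21, Ndrg1 by 0.20 and Krt8 by 0.14. Without the arrays in doubt, 1 milk gene, 2 hypoxia genes, 1 luminal epithelial gene and 2 housekeeping genes rose. Among the remaining lists, 1 neutrophil gene rose and 1 fell, 1 myoepithelial gene rose and 2 fell, and 1 EMT gene rose and 1 fell. Moreover 1 keratinocyte gene, 1 interferon response gene and 1 Y-linked gene rose, and 0 of 9 skeletal muscle genes changed. Camera called 8 of 17 lists and, with an estimated correlation, 0, and fry called 6. The camera directions of the neutrophil, keratinocyte and interferon lists were down while their mean slopes were above 0. The proliferation and T and NK cell scores had r = -0.314 (permutation p = 0.00274, adjusted p = 0.00913 over 60 relations) and rho = -0.222 (p = 0.0112, adjusted p = 0.056), with -0.357 in the numbered titles, -0.333 in the named titles and -0.139 without the 2 farthest.

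Genes that rose with the luminal score included Dmbt1, which encodes a mucosal scavenger receptor, Fgb, a fibrinogen chain, Ido1, which breaks down tryptophan, and Creb3l4, a transcription factor. Csn2, the gene of beta-casein, Muc4, a membrane mucin, and Fam20c, a kinase of secreted proteins, fell. The slope was 0.47 for Dmbt1 (SE 0.08, adjusted p = 6.9e-07), 0.34 for Fgb, 0.32 for Ido1 and 0.31 for Creb3l4, and 0.47 for Atp2a3, 0.40 for Tspan8, 0.36 for Luzp2, 0.35 for both Rtn1 and AW112010, 0.34 for Hepacam2 and 0.33 for Scgb2b27. Of these, Creb3l4 lost its call without the arrays in doubt (0.16, adjusted p = 0.0701). Klk1b11 had 0.37 and lost its call without the suffix r arrays (0.27, adjusted p = 0.121). Csn2 had -0.42 (SE 0.19, adjusted p = 0.0438) and -0.82 without the suffix r arrays (adjusted p = 0.0011). Muc4 had -0.24 and -0.49 without them, and Fam20c -0.16 and -0.37. The chemokine gene Ccl6 had -0.19 and, without the suffix r arrays, -0.21 (adjusted p = 0.0696). Not past the threshold there either were the muscle enolase gene Eno3 (-0.21, then -0.14), the neutrophil receptor gene Cxcr2 (-0.14, then -0.05), Lilrb4a (-0.12, then -0.09) and Foxa3 (-0.11, then -0.00174). Further slopes were -0.14 for Lilr4b and Snord14e and -0.13 for Ms4a6d and Gda, of which Lilr4b (-0.11, adjusted p = 0.106) and Ms4a6d (-0.06, adjusted p = 0.363) lost their calls without the arrays in doubt. In all, 14002 of 19890 genes rose and 81 fell, with a median slope of 0.07. Leaving out the suffix r arrays gave 1727 rises, 930 falls and a median slope of 0.01, and 1721 of the 14083 calls kept their sign while 156 turned.

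Endothelial genes rose with the luminal score in 9 of 10 cases (Kdr by 0.14), T and NK cell genes in 8 of 11, myoepithelial genes in 5 of 8, EMT genes in 4 of 8, housekeeping genes in 4 of 5 and Y-linked genes in 3 of 3. Adjusted over the list alone these counts were 9, 9, 3, 4, 4 and 3. Of all 19890 genes 14002 rose with this score, so such counts alone do not set a list apart from other genes. Camera, which sets a list against other genes, called none of these lists. Without the suffix r arrays 3 endothelial genes and 0 genes of the other 5 lists rose. The housekeeping and Y-linked genes were controls, and their rises depended on the suffix r arrays as well. Rises were also found for 3 genes each of the B cell, keratinocyte, luminal epithelial and hypoxia lists (2, 3, 3 and 1 when adjusted over the list alone) and for 1 fibroblast and 1 adipocyte gene. Leaving out the suffix r arrays, 0 B cell genes and 1 keratinocyte gene rose, 1 hypoxia gene rose and 1 fell, and 0 luminal epithelial genes rose while 2 fell. Of the neutrophil genes 1 rose and 1 fell, 3 of 9 skeletal muscle genes fell (0 when adjusted over the list alone), and 0 macrophage and 0 interferon response genes changed. Milk secretion genes fell in 2 of 9 cases (0 when adjusted over the list alone), with camera adjusted p = 1.22e-10 and adjusted p = 0.0459 with an estimated correlation. As many as 6 of them fell without the suffix r arrays (adjusted p = 0.0168 with an estimated correlation), and without the arrays in doubt 6 (adjusted p = 0.152 with an estimated correlation). Camera called 9 of 17 lists, of which the milk list was the only call with an estimated correlation, and fry called 9. All 9 camera calls were down, while the mean slopes of 5 of those lists (B cell, macrophage, adipocyte, interferon response and hypoxia) were above 0, as were those of 6 further lists with camera directions down (T and NK cell, keratinocyte, myoepithelial, luminal epithelial, EMT and housekeeping). The luminal and milk secretion scores had r = -0.161 (permutation p = 0.0667, adjusted p = 0.125) and rho = -0.323 (p = 0.00021, adjusted p = 0.0021), with -0.274 in the numbered titles, -0.140 in the named titles and -0.240 without the 2 farthest. Leaving out the suffix r arrays gave r = -0.446 (adjusted p = 0.0003).

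Genes of stratified and myoepithelial cells rose with the basal score. Crct1 and Sprr1a encode proteins of the cornified layer, Krt79 and Krt6a encode keratins, Dsg3 encodes a desmosome protein and Trp63 a transcription factor of basal cells. The antibody genes Igha and Jchain fell, as did Car3, the carbonic anhydrase gene of fat and muscle, and Cd36, a fatty acid transporter gene. The slope was 0.65 for Crct1, 0.64 for Sprr1a, 0.63 for Krt79 (SE 0.08, adjusted p = 1.41e-09), 0.54 for Dsg3 and 0.51 for Krt6a. It was 0.59 for Trim29, 0.58 for Elovl4, 0.54 for S100a14, 0.53 for Ly6g6c, Fbp1 and Fads2b, and 0.50 for Moxd1. The lowest slope was -0.97 for 2310057J18Rik (SE 0.17, adjusted p = 4.62e-06), followed by -0.58 for Car3, -0.54 for Scgb1b27, -0.49 for Glycam1, -0.42 for Hhipl2, -0.39 for Lao1 and Igha, -0.38 for Klk1b22, -0.37 for Cd36, -0.36 for Myh4 and Scgb2b27, and -0.35 for Jchain. Without the arrays in doubt the slope was -0.23 for Klk1b22 (adjusted p = 0.0972), -0.32 for Cd36 (adjusted p = 0.0637) and -0.30 for Myh4 (adjusted p = 0.0255), which was at -0.27 without the suffix r arrays (adjusted p = 0.054). In all, 4659 of 19890 genes rose and 626 fell. In total 2953 rose and 2743 fell without the suffix r arrays, and without the arrays in doubt 3101 and 4795, while 3594 of the 5285 calls kept their sign and 0 turned.

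Of the myoepithelial genes 7 of 8 rose with the basal score, and 7 when adjusted over the list alone (camera adjusted p = 3e-05, adjusted p = 0.202 with an estimated correlation). Myl9 rose by 0.32, Lgr6 by 0.31, Trp63 by 0.30, Oxtr by 0.27 and Acta2 by 0.21. Keratinocyte genes rose in 6 of 7 cases, and 6 when adjusted over the list alone (camera adjusted p = 0.00113, adjusted p = 0.274 with an estimated correlation), with Krtdap at 0.48, Krt1 at 0.42, Krt10 at 0.30 and Ivl at 0.24. Of the B cell genes 7 of 8 fell, and 7 when adjusted over the list alone (camera adjusted p = 9.79e-07, adjusted p = 0.202 with an estimated correlation), with Cd79a at -0.22 and Ms4a1 at -0.20. T and NK cell genes fell in 5 of 11 cases, and 5 when adjusted over the list alone (adjusted p = 0.252 with an estimated correlation), with Cd3g at -0.22 and Cd3e at -0.14. Of the skeletal muscle genes 5 of 9 fell (7 when adjusted over the list alone, adjusted p = 0.274 with an estimated correlation), and 1 did without the suffix r arrays. Hypoxia genes rose in 6 of 10 cases (7 when adjusted over the list alone), with Car9 at 0.35, EMT genes in 5 of 8 (5), with Cdh2 at 0.26 and Snai2 at 0.24, and luminal epithelial genes in 6 of 9 (6). In these last lists 2 EMT and 2 luminal epithelial genes rose without the suffix r arrays. Of the other lists, 3 of 5 housekeeping genes, 2 neutrophil genes, 1 fibroblast gene and 1 endothelial gene rose, 2 of 9 milk secretion genes fell, and 0 macrophage, adipocyte, interferon response and Y-linked genes changed. Without the arrays in doubt 5 milk secretion, 2 interferon response and 2 Y-linked genes fell and 1 macrophage gene rose. Camera called 9 of 17 lists (0 with an estimated correlation) and fry called 9. The macrophage, neutrophil, endothelial and Y-linked lists had camera directions down and mean slopes above 0. The basal and myoepithelial scores had r = 0.513 (permutation p = 1e-05, adjusted p = 0.0003) and rho = 0.486 (p = 1e-05, adjusted p = 0.0006), with 0.398 in the numbered titles, 0.573 in the named titles and 0.489 without the 2 farthest. For the keratinocyte score r was 0.412 (p = 2e-05, adjusted p = 0.0003), with 0.391, 0.419 and 0.361 in the same order, but rho was 0.071 (p = 0.420, adjusted p = 0.573), so the relation was not seen in ranks. For the B cell score r was -0.295 (p = 0.00112, adjusted p = 0.00448) and rho was -0.237 (p = 0.00606, adjusted p = 0.0407), with -0.391, -0.306 and -0.323 in the same order. For the EMT score r was 0.328 (p = 0.00015, adjusted p = 0.0009) and rho was 0.339 (p = 5e-05, adjusted p = 0.001), with 0.175, 0.424 and 0.294.

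Genes of fat cells rose with the HER2 score: Cidec, which acts on lipid droplets, Dgat2, which makes triglyceride, Aqp7, a glycerol channel gene, and Retn, the gene of resistin. Hp, which encodes haptoglobin, and Fgg, a fibrinogen chain gene, rose too. Genes that interferon induces, namely Rsad2, Ifit1, Ifit3, Ddx60 and Trim30a, fell. The slope was 0.54 for Hp (SE 0.09, adjusted p = 7.83e-07), 0.47 for Cpm, 0.43 for Retn, 0.42 for Cidec, 0.41 for Dgat2, 0.40 for Amtn, 0.38 for Ly6d, Calml3 and Aqp7, 0.37 for Pck1 and Fgg, and 0.35 for Lrrc32. It was -0.44 for Glycam1, -0.34 for the splicing gene Cwc22, -0.32 for BC023105, -0.29 for Rsad2 (SE 0.10, adjusted p = 0.0105), -0.28 for Ifit3 and Myh4, -0.26 for Ifit1, -0.23 for Car2 and Clca2, -0.21 for Ddx60, -0.20 for Trim30a and -0.18 for Shcbp1. Myh4 lost its call without the suffix r arrays (-0.19, adjusted p = 0.239). In all, 10329 of 19890 genes rose and 508 fell. Leaving out the suffix r arrays gave 2479 rises and 1628 falls, and 2940 of the 10837 calls kept their sign while 7 turned. When the score was taken from the first principal component of its 5 genes, 3573 genes were past the threshold, and the slopes of Hp (-0.02), Retn (-0.50), Cidec (-0.39), Dgat2 (-0.25), Aqp7 (-0.35) and Pck1 (-0.41) were negative.

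Fibroblast genes rose with the HER2 score in 11 of 12 cases, and 11 when adjusted over the list alone (camera adjusted p = 0.0557), with Col1a1 at 0.22 and Pdgfrb at 0.20. Without the suffix r arrays 9 rose (camera adjusted p = 3.22e-06, adjusted p = 0.449 with an estimated correlation). Endothelial genes rose in 9 of 10 cases, and 9 when adjusted over the list alone (camera adjusted p = 0.0193, adjusted p = 0.604 with an estimated correlation), with Eng at 0.21 and Robo4 at 0.14. Of the adipocyte genes 7 of 9 rose, and 8 when adjusted over the list alone (camera adjusted p = 0.286), with Plin1 and Adipoq at 0.35. Interferon response genes fell in 3 of 9 cases, and 1 when adjusted over the list alone (camera adjusted p = 4.02e-07, adjusted p = 0.344 with an estimated correlation), and 6 fell without the suffix r arrays. Of the keratinocyte genes 6 of 7 rose (7 when adjusted over the list alone), but 1 did without the suffix r arrays. With this score 10329 of all 19890 genes rose, so counts of rises alone do not set a list apart from other genes. Rises were found for 5 of 11 macrophage genes (C1qb by 0.15), 5 of 8 EMT genes (Fn1 by 0.22, Twist1 by 0.16) and 5 of 9 luminal epithelial genes, with 5, 5 and 5 when adjusted over the list alone, and 2, 4 and 3 without the suffix r arrays. Of the rest, 2 T and NK cell genes, 2 myoepithelial genes, 2 Y-linked genes and 1 hypoxia gene rose, 3 housekeeping genes rose and 1 fell, 1 skeletal muscle gene and 1 milk secretion gene fell, and 0 B cell and 0 neutrophil genes changed. Of the 9 milk secretion genes 2 fell without the suffix r arrays and 4 without the arrays in doubt. Camera called 6 of 17 lists (0 with an estimated correlation) and fry called 10. The T and NK cell, neutrophil, myoepithelial, hypoxia and Y-linked lists had camera directions down and mean slopes above 0. The slope of Xist was past the threshold for none of the 4 scores (from -0.06 to 0.06). The HER2 and endothelial scores had r = 0.423 (permutation p = 1e-05, adjusted p = 0.0003) and rho = 0.331 (p = 0.00013, adjusted p = 0.00192), with 0.341 in the numbered titles, 0.475 in the named titles and 0.366 without the 2 farthest. For the fibroblast score r was 0.368 (p = 3e-05, adjusted p = 0.0003) and rho was 0.376 (p = 3e-05, adjusted p = 0.0009), with 0.431, 0.351 and 0.354 in the same order. For the adipocyte score r was 0.286 (p = 0.0009, adjusted p = 0.00386) and rho was 0.199 (p = 0.0227, adjusted p = 0.0892), with 0.350, 0.265 and 0.25. With the score from the first principal component the relations to the endothelial and adipocyte scores were negative (-0.0854 and -0.330). Of the 60 relations of the 4 scores with cell type lists, 27 were past the threshold (22 positive), against 22 (13 positive) without the suffix r arrays and 18 (7 positive) without the arrays in doubt.

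**Figure D4:**
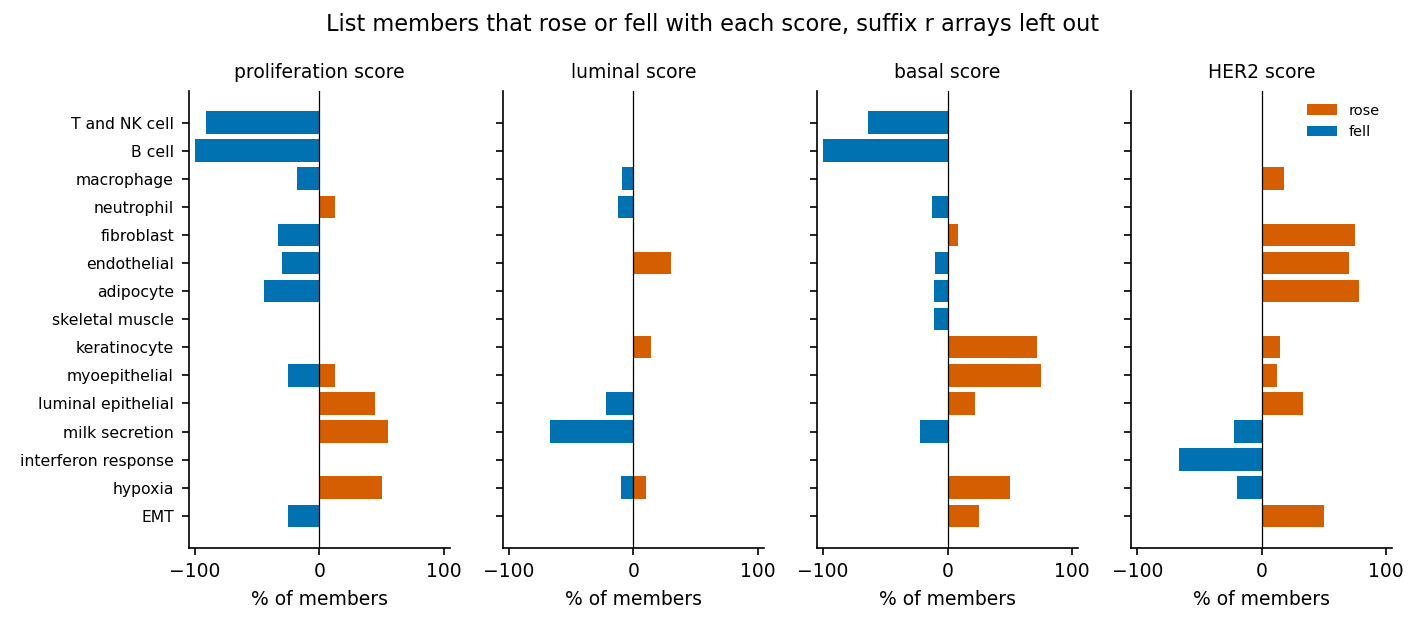
Share of the measured genes of each list, in percent, that rose or fell with each PAM50 group score, without the suffix r arrays. Myoepithelial and keratinocyte genes rose and B cell genes fell with the basal score, and fibroblast, endothelial and adipocyte genes rose with the HER2 score.

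The study assigned subtypes to mouse tumours by clustering them on PAM50 genes together with human tumours. It also mapped loci for the HER2 and luminal B assignment in this cross. Whether the mouse tumours alone form separate clusters was asked here, which tests neither those assignments nor those loci. With the linkage and range of scaling of the study, the PAM50 genes, from Mki67 to Krt5, gave clusters no further apart than draws from 1 normal distribution. The draws had the covariance of these tumours, differences between the title series included. A p above the threshold therefore does not show that separate clusters are absent. In 6 of 11 alternatives clusters were further apart than the draws, 5 of them with 1 cluster of only 2 tumours. The highest mean silhouette was 0.171, at 6 clusters of which the largest held 47 and 44 tumours, against a median of 0.157 in the draws (1-sided p = 0.298). All 47 had numbered titles and all 44 had named titles, so the test did not call a split that followed the title series. After centring within title series the silhouette was 0.519 at 2 clusters (p = 0.001, the smallest that the draws can give). Of these, 1 held only 2 tumours, 1 with a numbered and 1 with a named title. Without the arrays in doubt the silhouette was 0.12, at clusters of 88 and 35 tumours (p = 0.847). Without the arrays of low correlation it was 0.169, at clusters of 99 and 24 tumours (p = 0.314). With the correlation distance it was 0.322, at 2 clusters of 82 and 49 tumours (p = 0.001), but these were close to the title series, with 80 named titles among the 82 and 46 numbered titles among the 49. With that distance after centring within title series it was 0.212, at clusters of 72 and 59 tumours (p = 0.481).

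A locus of large effect in an outbred cross is 1 possible source of 2 levels in a gene, and the number of genes with 2 levels was asked for. The levels are array signals, and the calls alone do not tell their source. Genes with 2 levels were found among skeletal muscle genes (Myh4, Pvalb, Ckm, Atp2a1), in Ucp1, the heat-making protein gene of brown fat, in the cornified envelope gene Sprr1a, in milk protein genes (Csn1s1, Csn2) and in fat cell genes (Adipoq, Plin1). Cwc22, a splicing factor gene, and BC018473, a transcript named only by its clone, had the largest gains. In all, 214 of 19938 genes (1.07%) were called as having 2 levels, against 0 in normal draws of the same SD. Normal draws are symmetric, so they do not tell 2 separate levels from a skewed or long-tailed spread, which can be called as well. Here, 2 levels means such a call. The means of the 2 components lay 7.01 log2 units apart in BC018473, with 35.9% of tumours in the smaller one, 2.57 apart in Cwc22 (49.6%), 3.08 in Fndc10 and 3.36 in D17H6S56E-5 (36.6%). They lay 3.82 apart in Ucp1 (12.4%), 3.32 in Myh4 (16.2%), 4.29 in Sprr1a (10.7%), 4.92 in Fads2b (13%), 4.60 in Scgb2b2 (15%) and 3.48 in Klk1b22 (18.9%). For the other 10 of the 20 largest gains (Deup1, Pvalb, Atp2a1, Pygm, Fezf1, Ckm, Eno3, Tnnt3, Actn3 and Ifi202b) they lay from 1.5 (Deup1) to 3.68 (Atp2a1) apart. Of the lists, 8 of 9 skeletal muscle genes, 5 of 9 adipocyte genes and 5 of 9 milk secretion genes had 2 levels, against 0 of 20 proliferation and 0 of 13 luminal PAM50 genes. Among the other PAM50 genes Krt5, Krt17 and Tmem45b had 2 levels. Within the named titles alone 147 of the 214 genes had a gain above 10, and 93 had it within both title series.

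**Figure D5:**
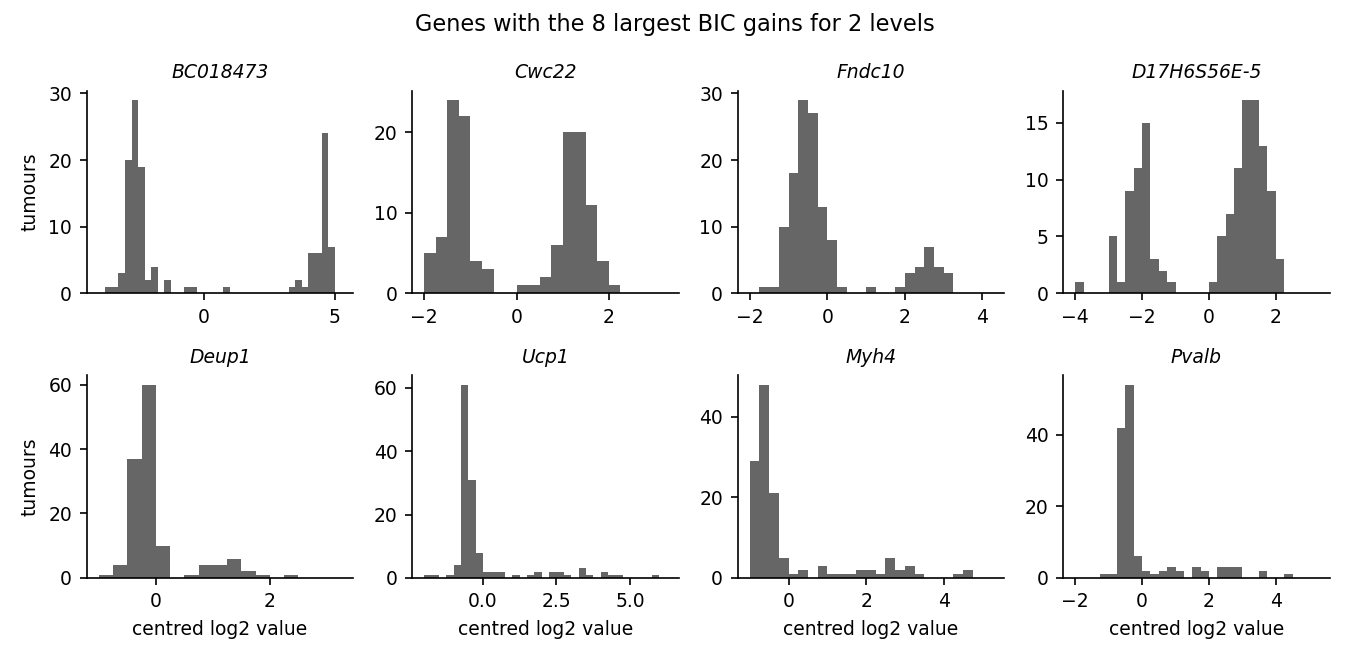
Number of tumours by log2 level, centred within title series, for the 8 genes with the largest gain for 2 levels. In BC018473 the component means lay 7.01 log2 units apart.

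The labels gave 2 animals an array with and an array without the suffix r, and the arrays of 1 animal were compared. All 4 arrays are among the 10 of low correlation with the other arrays, and what they share besides the animal can raise the correlations and ranks below. Over the bimodal genes the arrays of an animal had correlations of 0.913 (rank 1 of 3570 pairs of arrays in the named titles) for animal 14050 and 0.789 (rank 2) for animal 14352. Over all genes the correlations were 0.666 (rank 4) and 0.688 (rank 3), against a median of -0.0173 over all pairs. For the PAM50 genes they were 0.838 (rank 2) and 0.765 (rank 10). Genes are not independent replicates, and no p is given. The SD within a pair was 0.428 and 0.442 log2 units over all genes, and 0.214 and 0.285 after centring within the 3 sets of arrays. After that centring the correlations were 0.703 (rank 1) and 0.663 (rank 4) over all genes, 0.832 (rank 1) and 0.631 (rank 15) over the bimodal genes, and 0.853 (rank 2) and 0.693 (rank 40) over the PAM50 genes, for animals 14050 and 14352.

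Whether the PAM50 scores follow the animal number was asked. The labels do not tell whether that number goes with litter, with date or with both. No PAM50 group, from the mitotic genes around Mki67 to the HER2 genes around Erbb2, passed the threshold over all tumours. The HER2 score had r = -0.152 (permutation p = 0.0834, adjusted p = 0.203 over 4 relations) and rho = -0.164 (p = 0.0615, adjusted p = 0.123), with -0.145 in the numbered titles, -0.154 in the named titles and -0.159 without the 2 farthest. It passed the threshold without the arrays in doubt, at r = -0.235 (adjusted p = 0.0356). For the other 3 scores the lowest adjusted p was 0.203 for r and 0.123 for rho.

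Inherited haplotypes can make neighbouring genes vary together, so the correlation of genes with their neighbours was asked for. Shuffles of gene order do not tell haplotypes from other sources of likeness, such as neighbours of the same gene family. The acute phase genes Saa1 and Saa2, the developmental genes Hoxb2 and Hoxb4 and the myosin genes Myh1 and Myh4 were the closest pairs with a shared symbol stem. Foxa1 and its neighbour Ttc6 were the closest pair with a PAM50 gene. The correlation across tumours was 0.953 for Saa1 with Saa2, 0.936 for Hoxb4 with Hoxb2, 0.912 for Myh1 with Myh4, 0.909 for D17H6S56E-5 with Vars, 0.777 for Mib2 with Fndc10 and 0.589 for Foxa1 with Ttc6. These pairs were picked after their values were seen and no p is given for them. Over 19885 pairs the mean correlation was 0.0874, with 13353 above 0, against 0.0028 for genes of other chromosomes (permutation p = 0.001, the smallest that the shuffles can give). It was 0.127 over the 421 pairs with a bimodal gene (297 above 0) and 0.085 over the 96 pairs with a PAM50 gene (66 above 0), both with p = 0.001. Over all genes it was 0.0776 with neighbours of a shared symbol stem left out. The mean absolute correlation with neighbours was 0.178 for the bimodal genes and 0.207 for genes of like SD (p = 0.996), so it was not higher in bimodal genes. Without removal of principal components the mean was 0.267, against 0.153 for genes of other chromosomes.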

Values the study reported

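The paper states that 133 tumours of the cross with Diversity Outbred mice were arrayed, and that 42 PAM50 genes had unambiguous orthologs in its data sets. It arrayed 134 tumours of the MOLF backcross as well.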

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

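Of the tests in this part, those of RNA of low quality and of a male animal, the centring within 3 sets of arrays, the neighbours without a shared symbol stem, the draws of genes of like SD and the order of animal numbers were chosen after the result was seen.

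Probesets with several genes or unnamed here take no part in the comparisons above, and they held a signal as well. Of 13767 such probesets, 160 (1.16%) were called as having 2 levels over tumours, against 0 in normal draws of the same SD. Those draws do not tell 2 levels from a skewed spread.

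The first pattern is the 214 named genes with 2 levels, for which normalization of the arrays in 3 sets is argued against as the whole cause by the centring within the 3 sets, after which 197 of the 214 were called, while the share with a gain above 10 was 0.687 within the named titles without suffix r arrays, short of the 0.75 that this test asked for, and 0.505 within the numbered titles. Cells of other tissues may account for part, since the cell type lists explained a median share of 0.514 of their variance, from 0.946 in Myh4 to 0.188 in Cwc22, with 43 genes under 0.3, but the median was 0.46 in genes of like SD. An inherited allele near the gene cannot be told apart from other sources, since the mean absolute correlation with neighbours of another symbol stem was 0.153, above 99% of shuffles (0.106) and above the 0.142 of pairs without a bimodal gene, as that explanation needs, but 0.163 in genes of like SD (p = 0.860), a comparison added later. Tumours next to each other in animal number had a mean correlation of 0.018 over the 214 genes when paired within title series (permutation p = 0.021, 0 genes past the threshold) and, in a pairing across them that was added after this, of 0.0364 (p = 0.00799, 9 genes, among them Deup1 at 0.347 and Cwc22 at 0.287), but genes of like SD gave 0.0105 (p = 0.0759) and 0.0264 (p = 0.0729), p against them went from 0.002 to 0.976 over 8 settings, and litter and date are not labelled, so this does not decide. No biological explanation was tested against a group, since the labels give 1 group and no genotype.

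The next pattern is a set of salivary gland genes in 2 tumours, of animals 14095 and 14094. Their median over 12 such genes, picked from these arrays, was 7.97 and 7.5 log2 units above the median tumour after centring, against at most 1.32 in other tumours, and Muc19 stood at 13.00 and 12.96 against 6.09 in animal 14312 and at most 5.03 in the rest. RNA of low quality is argued against as the whole cause by animals 14312 and 14320, whose arrays had lower correlations (0.905 and 0.917) and wider ranges of relative log expression (0.998 and 0.943, against 0.469 and 0.436 here), but whose medians over a further 11 genes of that tissue, listed before their values were seen, were 0.163 and 0.0428, while olfactory receptor genes, tried first as a measure, did not rise in further arrays of low correlation and decide nothing. Salivary gland tissue in the piece is a candidate source, but the median of those 11 genes was 1.27 and 1.37 (at most 0.85 in other tumours), under the 2 that the test asked for, and 9 of the 11 were above the median gene in other tumours too. This tissue therefore stays open, as does a biological origin, which was not tested, RNA integrity was not given, and single genes reached like levels in other tumours (Amy1 12.66, Bpifa2 13.62).

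The last pattern is Xist, the RNA that silences 1 X chromosome in females, at 5.15 in the tumour of animal 13960 against a median of 11.43 and a lowest value of 9.14 in the others. A male animal is argued against by the Y-linked genes, whose mean was -0.0262 log2 units from the median tumour after centring, and an X chromosome that is active again by the genes of that chromosome, which lay at -0.0759 relative to other chromosomes over 272 genes. Loss of the inactive X chromosome is a candidate, since the genes that escape silencing had a median of -0.555, at the 1.53 percentile of all tumours. Kdm6a lay at -0.80, Eif2s3x at -0.62, Kdm5c at -0.49 and Ddx3x at -0.02. The lowest such median in the other tumours was -0.969, so a low median also occurred without a low Xist level. Loss of that chromosome is a hypothesis from the same data, and no copy number was measured.

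For the title series, chance can be excluded: 15546 genes differed, and among 100 splits of the tumours into groups of the same sizes, the real one included, 1 gave as many, while the highest of the others gave 1 gene.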

How the results depend on the processing

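Centring within 3 sets of arrays, leaving out the arrays in doubt, leaving out neighbours of a shared symbol stem and the correlation distance after centring within title series were chosen after the result was seen, and the other alternatives were planned. No paired analysis was possible because all arrays belong to 1 group. Across summary results and alternatives, 204 values kept direction and side of the threshold or stayed within 1.5 times, 23 passed it anew, 14 lost it, 21 moved further and 2 turned sign. Among list members, named genes and single relations, 2569 kept, 299 lost their call, 48 turned sign (for lists, the camera direction, which is relative to all genes) and the rest passed anew. PAM50 spread (0.297 to 0.407), the proliferation group correlation, the relation of basal and HER2 scores and the neighbour correlation were past the threshold in every alternative run for them. The mean of probesets, each array as its own tumour and the median absolute deviation moved or ended none of the summary results. Arrays give no depth, and weak signal near background limits dim genes, so that bright genes were also run alone. The cause was not tested for any change listed here, except where fewer genes or fewer arrays define the alternative.

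Without the suffix r arrays, the luminal regression gave 2657 genes and the HER2 regression 4107. Relations were -0.293 for proliferation and luminal, -0.209 for proliferation and HER2, 0.152 for proliferation and basal and 0.0948 for luminal and basal scores. The basal group correlation was 0.135, the silhouette 0.469, and the luminal score had r = -0.099 with luminal epithelium. The camera direction of the B cell list with the luminal score turned to up (adjusted p = 0.553), while its mean slope stayed above 0 (0.0402).

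Without the arrays in doubt, those counts were 1645 and 6212, and the relations -0.322, -0.409, 0.0548 and 0.128 in the same order. The basal group correlation was 0.141 and the animal number had r = -0.235 with the HER2 score. The luminal score had r = -0.0215 with T and NK cells, -0.00104 with keratinocytes and -0.00757 with luminal epithelium. The camera direction of the hypoxia list with the luminal score turned to up (adjusted p = 0.926), while its mean slope stayed above 0 (0.0228). Slopes turned for A2ml1 (0.00695), Dcpp2 (0.140), Mucl2 (0.0465) and Smgc (0.00581) with proliferation and for Foxa3 (0.0156) with the luminal score.

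With centring within 3 sets, the luminal regression gave 2635 genes and the HER2 regression 4311. The 4 relations were -0.293, -0.212, 0.146 and 0.117, the basal group correlation 0.139 and the silhouette 0.533. The luminal score had r = -0.0747 with luminal epithelium, the camera direction of the B cell list turned to up (adjusted p = 0.637) with a mean slope still above 0 (0.0377), and the slope of Foxa3 was 0.0195.

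After quantile normalization these values were 2805 and 5566 genes, relations of -0.363, -0.250, 0.105 and 0.111, a basal group correlation of 0.125, a silhouette of 0.494, r = -0.028 with luminal epithelium, camera adjusted p = 0.356 for the B cell list with a mean slope of 0.0583 and 0.0142 for Foxa3.

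Without the arrays of low correlation, the HER2 regression gave 7048 genes and 17 cell type relations were past the threshold. Proliferation and HER2 scores had r = -0.306, proliferation and basal 0.0753, luminal and basal 0.134. Slopes with proliferation turned for A2ml1 (0.0183), Chia1 (0.0227), Crisp3 (0.0221), Dcpp2 (0.143), Muc19 (0.0318), Mucl2 (0.0716) and Smgc (0.0152).

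Without removal of the title series, the proliferation regression gave 13327 genes and the basal regression 14266. Proliferation and luminal scores had r = 0.185, the slope of Ms4a6d with the luminal score was 0.0494 and the camera direction of the endothelial list turned to down with it (adjusted p = 0.0166), while its mean slope stayed above 0 (0.0933).

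With the first principal component as the score, the HER2 regression gave 3573 genes. Slopes turned for Aqp7 (-0.35), Cidec (-0.392), Dgat2 (-0.25), Hp (-0.0186), Pck1 (-0.405) and Retn (-0.496) with HER2 and for Glycam1 (0.000918) with the basal score. Camera directions turned to down with HER2 for the EMT (adjusted p = 0.023), adipocyte (6.67e-10) and endothelial (0.0438) lists and to up with the basal score for the milk secretion list (0.496). The HER2 score had r = -0.135 with EMT, -0.33 with adipocyte, -0.0854 with endothelial, -0.0247 with macrophage and -0.167 with myoepithelial scores. Luminal and basal scores had r = -0.00549, proliferation and luminal -0.238.

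With the score of centred log2 values, the HER2 regression gave 6081 genes, and r was 0.128 for luminal and basal, 0.18 for proliferation and basal, -0.218 for proliferation and luminal scores and -0.231 for the animal number with HER2.

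With other cell types as covariates, which include the fibroblast, endothelial, adipocyte and macrophage scores, so that lists of those cells are tested against themselves, the proliferation regression gave 10790 genes and r for proliferation and basal scores was 0.148. Camera directions turned to down with HER2 for adipocytes (adjusted p = 0.0356), endothelium (0.0124), fibroblasts (0.0068) and macrophages (0.0172), with the basal score for fibroblasts (0.0452) and with the luminal score for endothelium (1.36e-06). With the range of relative log expression as a covariate, r for proliferation and basal scores was 0.174.

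With bright genes, where fewer genes were tested, the title series gave 7485 genes, the luminal regression 5637, the HER2 regression 5208 and bimodal genes 95, and the mean correlation of repeat labels was 0.817. With components 2 log2 units apart, 83 genes were bimodal. The silhouette was 0.519 after centring within title series, 0.459 with average linkage and 0.322 with the correlation distance, which was 0.212 after centring within title series.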

Other observations

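The values in this part were computed without the arrays in doubt or picked from these data, and all were chosen after the result was seen. With the proliferation score fell Foxi1, a transcription factor gene of cells rich in proton pumps, by 0.40 log2 units per SD (SE 0.05, adjusted p = 1.23e-10), Atp6v1b1, a proton pump subunit gene, by 0.39, and Clic6, a chloride channel gene, by 0.53. The cell surface gene Tspan8 fell by 0.59, Amtn by 0.69 and the transcription factor gene Zbtb16 by 0.40. Rises were found for Slc30a2, a zinc transporter gene (0.36), Tfrc, the gene of the transferrin receptor (0.33), and the mitotic genes Ncapg (0.35), Mastl (0.34), Cenpe (0.32) and Bub1b (0.32).

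Without those arrays, genes that fell with the luminal score were Csn2 by 0.77, Csn1s2a by 0.70, Saa1 by 0.54, Glycam1 by 0.54, Lao1 by 0.46, Wap by 0.46 and Saa2 by 0.45, while the milk secretion list had adjusted p = 0.152 with an estimated correlation. The membrane enzyme gene Mme (0.36), the receptor genes Adgrg2 (0.39) and Adgrl3 (0.37) and the fibrinogen gene Fgg (0.48) rose. With the HER2 score rose the fat cell genes Plin1 (0.43) and Adipoq (0.42), and the antiviral gene Oas2 (-0.36) and the glycine enzyme gene Gldc (-0.32) fell. With the basal score rose Meis1, a homeobox gene (0.57), and fell Sidt1 (-0.34).

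Some bimodal genes had a close neighbour of another symbol stem. The correlation across tumours was 0.909 for D17H6S56E-5 with Vars, 0.821 for Mospd4 with Fem1c and 0.777 for Mib2 with Fndc10. Of the 338 pairs with a bimodal gene and different stems, 12 had a correlation above 0.5.

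Of the 2 tumours with salivary genes, that of animal 14094 also had the highest B cell median of all tumours, at 3.86 log2 units above the median tumour after centring, against at most 3.04 in the others. The medians of the proliferation genes were -1.68 and -1.47, those of the milk secretion genes -3.82 and -3.19, and Gata3, a luminal transcription factor gene, stood at 5.55 and 6.85 against a median of 10.47.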
